# Characterization of pancreatic glucagon-producing tumors and pituitary gland tumors in transgenic mice overexpressing *MYCN* in *hGFAP*-positive cells

**DOI:** 10.18632/oncotarget.12766

**Published:** 2016-10-19

**Authors:** Kathrin Fielitz, Kristina Althoff, Katleen De Preter, Julie Nonnekens, Jasmin Ohli, Sandra Elges, Wolfgang Hartmann, Günter Klöppel, Thomas Knösel, Marc Schulte, Ludger Klein-Hitpass, Daniela Beisser, Henning Reis, Annette Eyking, Elke Cario, Johannes H. Schulte, Alexander Schramm, Ulrich Schüller

**Keywords:** glucagonoma, pancreatic neuroendocrine tumors, MYCN

## Abstract

Amplification or overexpression of *MYCN* is involved in development and maintenance of multiple malignancies. A subset of these tumors originates from neural precursors, including the most aggressive forms of the childhood tumors, neuroblastoma and medulloblastoma. In order to model the spectrum of *MYCN*-driven neoplasms in mice, we transgenically overexpressed MYCN under the control of the human GFAP-promoter that, among other targets, drives expression in neural progenitor cells. However, LSL-MYCN;hGFAP-Cre double transgenic mice did neither develop neural crest tumors nor tumors of the central nervous system, but presented with neuroendocrine tumors of the pancreas and, less frequently, the pituitary gland. Pituitary tumors expressed chromogranin A and closely resembled human pituitary adenomas. Pancreatic tumors strongly produced and secreted glucagon, suggesting that they derived from glucagon- and GFAP-positive islet cells. Interestingly, 3 out of 9 human pancreatic neuroendocrine tumors expressed *MYCN,* supporting the similarity of the mouse tumors to the human system. Serial transplantations of mouse tumor cells into immunocompromised mice confirmed their fully transformed phenotype. MYCN-directed treatment by AuroraA- or Brd4-inhibitors resulted in significantly decreased cell proliferation *in vitro* and reduced tumor growth *in vivo*. In summary, we provide a novel mouse model for neuroendocrine tumors of the pancreas and pituitary gland that is dependent on MYCN expression and that may help to evaluate MYCN-directed therapies.

## INTRODUCTION

MYC-family proteins are universal amplifiers of gene expression in normal cells [1], but display specific activity in tumor cells, thus regulating their proliferation, apoptosis, growth and differentiation [2]. Ever since the identification of *MYCN* amplification in primary neuroblastoma [3], an oncogenic role of MYCN has been assumed. MYCN is able to promote proliferation and repress differentiation, which promotes tumor growth in numerous malignancies. Under physiological conditions, expression of MYCN is tightly controlled and subject to rapid turnover due to phosphorylation-dependent proteasomal degradation in part controlled by Aurora A kinase [4]. An enhanced gene dosage due to amplification of the associated genomic region is observed in about 20% of neuroblastoma, giving rise to the most aggressive subtype of the disease (reviewed in [5]). Targeted overexpression of MYCN in the neural crest, which has been shown in different model systems (termed TH-MYCN and LSL-MYCN;DBH-iCre, respectively) [6] [7], results in neuroblastic tumors closely resembling the respective human malignancies. Similarly, overexpression of mutationally stabilized MYCN in progenitor cells of the mouse cerebellum generates MYCN-driven medulloblastomas [8]. MYCN is also deregulated in many tumors of neuroectodermal origin [9]. In pancreatic neuroendocrine tumors (PanNET) the role of MYC proteins is largely unknown, although c-MYC has been suggested to act as an oncogene in a fraction of acinar cell carcinomas [10] and ductal adenocarcinomas [11]. PanNETs, which synthesize and secrete hormones, are hormonally syndromic or non-syndromic. Those that are syndromic may produce clinical conditions, such as the insulinoma syndrome, gastrinoma syndrome (also known as Zollinger-Ellison syndrome), glucagonoma syndrome and VIPoma syndrome (also known as Verner-Morrison syndrome, ordered by declining frequency, for review see [12],[13]). Until recently, the existing mouse models for glucagonoma were established by conditional deletion of tumor-suppressor genes including MEN1 or by combined loss of p53 and Rb [14,15]. These model systems used insulin-promoter or renin-promoter driven expression of Cre recombinase, respectively, to induce target gene deletion. However, no driving oncogene such as MYCN has been linked to tumor formation in these mice.

For a long time, MYCN was considered as a poor therapeutic target. However, development of inhibitors targeting Brd4 (bromodomain containing 4) and AuroraA kinase paved new avenues for interference with MYCN function [16,17]. JQ1 abrogates Brd4-functions and inhibited tumor progression in xenograft models [18] as well as in the recently developed LSL-MYCN;DBH-iCre neuroblastoma mouse model [7]. MLN 8237, which promotes MYCN degradation by AuroraA functions, prolongs the survival of mice in the TH-MYCN model of neuroblastoma [17] and repressed cell viability of neuroblastoma cells *in vitro* [7].

In this study we present a novel mouse model for MYCN induced tumors by targeting MYCN-expression to hGFAP-positive cells. GFAP is a protein widely expressed in the developing nervous system as well as in neuroendocrine cells in adulthood. We characterize the MYCN induced neuroendocrine tumors in mice and provide insights into their biology. We further demonstrate that newly established stable cell lines and xenografts derived from primary mouse tumors are excellent new models to evaluate MYCN-targeted therapies.

## RESULTS

### LSL-MYCN;hGFAP-Cre mice develop abdominal and pituitary tumors

Double transgenic LSL-MYCN;hGFAP-Cre mice developed malignancies with an incidence of 59% (32/54), while none of the control single transgenic animals developed tumors (*p* < 0.0001 for tumor formation, Figure 1A). The vast majority of tumors arose between 6 months and 11 months of age (Figure 1A). Tumors were localized either in the abdomen (*n* = 20) or in the head (*n* = 7). Five mice presented with tumors at both sites, but tumor onset did not significantly differ between localizations (Figure 1B). Abdominal tumors were found in the pancreas, with involvement of the liver observed in four animals (Figure 1C, 1D). Head tumors were located at the site of the pituitary gland (Figure 1E). Removal of the loxP-cassette was detectable in all of the GFAP-expressing tissues (not shown), and this was confirmed by *in vivo* bioluminescence imaging (Supplemental Figure 1). Tumors had significantly elevated MYCN mRNA levels compared to controls (Figure 1F) and that also held true for MYCN protein expression (Figure 1G). Thus, targeted MYCN expression in hGFAP-expressing cells of transgenic mice results in tumor formation in pancreatic and pituitary tissue.

**Figure 1:**
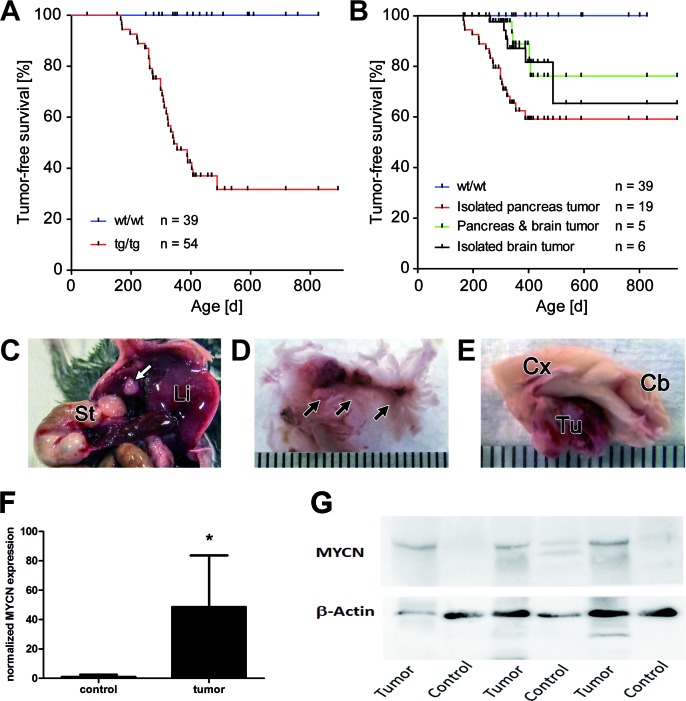
Tumor development in LSL-MYCN;hGFAP-Cre double transgenic mice **A.** Kaplan-Meier analyses of transgenic (tg/tg) tumor bearing mice compared with their littermate wild type controls (wt/wt). Tumor formation was detectable only in mice at an age of 180 days and older (30/54 = 56%). **B.** Kaplan-Meier analyses of tumor bearing mice depending on tumor localization. The curves represent the survival in groups of animals with isolated pancreatic or head tumors or with tumors in both localizations in the same individual. No significant differences in the onset of tumor development were observed as a function of tumor localization. **C.** Macroscopic examination revealed small nodules in the pancreas (white arrow), St: stomach, Li: liver. **D.** Nodule-like tumors in the pancreas are marked by arrows. **E.** Macroscopic appearance of a mouse brain with a tumor (Tu) adjacent to the pituitary gland. Cb: cerebellum, Cx: cortex. Bars, C-E: 0.1 cm. **F.** qRT-PCR reveals low expression of MYCN in control tissue and significantly higher expression of MYCN in tumors (*p* < 0.05). **G.** Western Blot analysis confirms higher MYCN expression in tumors compared with normal control tissue (i.e. tumor-free brain of the same mouse).

### Pancreatic tumors as well as pituitary tumors in LSL-MYCN;hGFAP-Cre mice are of neuroendocrine origin

Hematoxylin and eosin (H&E) stained sections of the pancreas showed well-demarcated tumor nodules of varying size that resembled human neuroendocrine tumors (Figure 2A). Small tumors appeared to arise from pancreatic islet cells (Figure 2B and 2C). Proliferation of tumor cells was moderate as reflected by a low percentage of Ki-67 positive cells (data not shown). Tumor cells were positive for chromogranin A (Figure 2D) and glucagon (Figure 2E), while insulin staining was negative (Figure 2F). The corresponding mice were found to have elevated glucagon serum levels (Figure 2G), while insulin levels were in physiological range (data not shown). H&E stained sections of the pituitary tumors revealed similarities to human pituitary adenomas arising in the anterior part of the pituitary gland (Figure 3A-3B). As in the pancreas, pituitary tumors were positive for chromogranin A (Figure 3C). We next analysed the *MYCN* status in a series of nine histologically validated human PanNETs to check whether this oncogene is also expressed in the human disease. Here, comparison of tumor and surrounding normal tissue verified *MYCN*, but not *c-MYC* mRNA expression in three of the nine tumors analysed (Figure 3D), while neither *MYCN* nor c-*MYC* amplifications were detectable. These findings indicate that targeting *MYCN* expression to GFAP-positive cells cause glucagon-producing pancreatic neuroendocrine tumors and pituitary adenomas in transgenic mice and that *MYCN* expression is detectable in a subset of human PanNETs.

**Figure 2:**
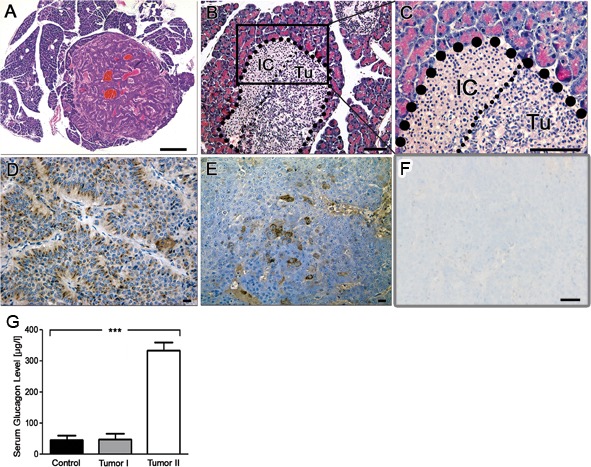
Immunohistochemistry reveals neuroendocrine origin of tumors in LSL-MYCN;hGFAP-Cre mice **A.** H&E staining of a pancreatic tumor with neuroendocrine features. Bar, 200 μm. **B.**, **C.** Higher magnification shows close-up reveals localization of the tumor to the site of pancreatic cells. IC: islet cells, Tu: tumor cells. **D.** Chromogranin A staining confirmed the diagnosis of a neuroendocrine tumor. **E.** Glucagon staining of pancreatic tumors arising in LSL-MYCN;hGFAP-Cre transgenic mice. **F.** Absence of insulin staining in pancreatic tumors. Bars in B-F, 50 μm. **G.** Glucagon levels in blood plasma of control animals or tumor-bearing LSL-MYCN;hGFAP-Cre mice.

**Figure 3:**
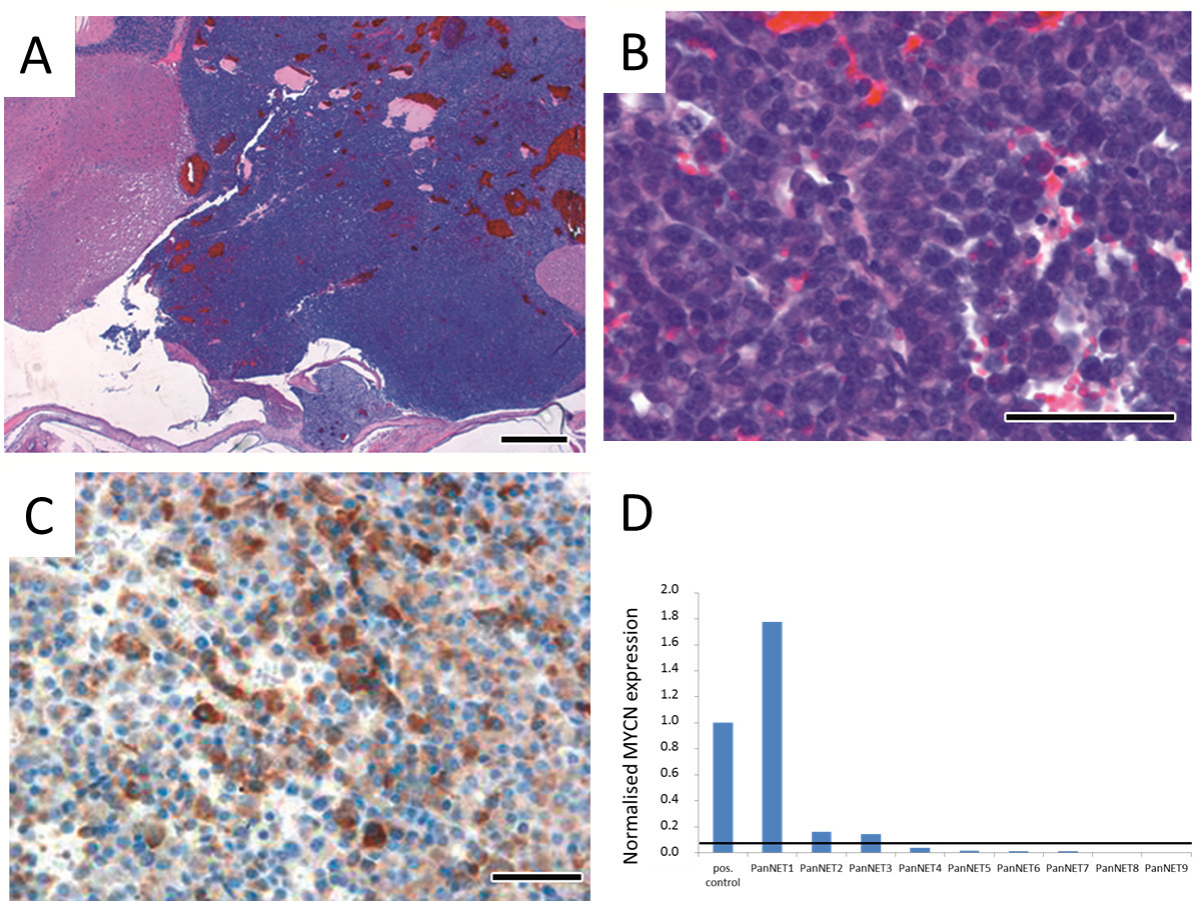
Immunohistochemistry of brain tumors in LSL-MYCN;hGFAP-Cre mice confirmed their neuroendocrine origin **A.**, **B.** H&E stained sections of tumors arising in the pituitary gland at lower and higher magnification, respectively. **C.** Positive chromogranin A immunostaining of a pituitary tumor. Bars, 50 μm. **D.** Normalized *MYCN* mRNA expression in a series of nine human PanNETs. *MYCN* expression was normalized to the expression of β-Actin and this value was set to “1” in the positive control, a human neuroblastoma cell line with high *MYCN* levels due to an amplification of the *MYCN* oncogene. The horizontal line depicts a threshold of 5% of *MYCN* expression in the positive control.

### Transcriptomes of murine MYCN-driven neuroendocrine tumors show patterns of canonical MYC-related mRNA signatures

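RNA of 9 pancreatic tumors and 3 pituitary tumors of LSL-MYCN;hGFAP-Cre mice was hybridized to Affymetrix mouse oligonucleotide microarrays, 1 array per tumor. The labels of the 3 pituitary tumors name the brain as their tissue, and the paper places the head tumors of these mice at the pituitary gland. Tumors are numbered from 1 to 12 as in the labels, with pituitary tumors 6, 7 and 8. The values deposited by the authors are log2 signals, 1 per probe set, normalized between arrays. The methods name Partek Genomics Suite for this normalization and RMA for a further one, and do not state which of them gave these values. The median log2 signal of an array was 5.45 to 5.69 in the pancreatic tumors and 5.53 to 5.61 in the pituitary tumors. The mean was 5.97 to 5.98 in pancreatic tumors 10, 11 and 12 and 6.06 to 6.10 in the other 9 tumors. Since these 3 tumors are all pancreatic, the sites cannot be compared among them. Across probe sets, Pearson's r between tumors was 0.803 to 0.985 within the pancreatic tumors, 0.937 to 0.965 within the pituitary tumors and 0.807 to 0.946 between the sites. After 64 control probe sets were left out, 45037 probe sets were tested, and 34945 of these carry 1 gene symbol. A gene was represented by its probe set with the highest mean of the 2 group means, which gave 18193 genes. Tumors of the 2 sites were compared with limma, and p-values were adjusted after Benjamini-Hochberg with a threshold of 0.05. Differences are pancreatic minus pituitary tumors on the log2 scale. Sets of genes were tested with camera at a preset correlation between genes of 0.01, and again with an estimated correlation. The number of arrays limits the precision of every value. Figure 4A of the paper marks the 3 pituitary tumors and 3 of the pancreatic tumors as coming from mice with tumors at both sites, so arrays of the 2 sites can share a mouse. Which tumors these are is not given in the sources used here, so the tests treat all tumors as independent. Arrays of normal pancreas and of neuroblastoma were not analysed here.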

Next, we wanted to identify disease associated transcriptional patterns by comparing mRNA profiles obtained from normal murine pancreas [19] with those from pancreatic and pituitary tumors of LSL-MYCN;hGFAP-Cre mice. Using principle component analyses, we were able to separate expression patterns of pancreatic tumors from pituitary tumors and from normal pancreatic control tissue (Figure 4A). Moreover, when mRNA profiles from murine MYCN-driven neuroblastoma were included [7], all tumors arising in LSL-MYCN;hGFAP-Cre mice clustered together, while MYCN-induced neuroblastomas were grouped separately (PCA2, Supplemental Figure 2). 

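Transcription factors of the endocrine pancreas were higher in the pancreatic tumors, and genes of the anterior pituitary were higher in the pituitary tumors. Of 9 measured transcription factors of the endocrine pancreas, 4 were higher in the pancreatic tumors and 0 were lower (6 higher when adjusted over the list alone). Hhex, a homeobox factor of somatostatin cells, had a signal of 12.11 ± 0.61 (SD, n = 9) in pancreatic and 5.45 ± 0.77 (SD, n = 3) in pituitary tumors. This is a difference of 6.66 (standard error 0.40, adjusted p = 1.64e-06 from limma). Foxa2 and Pdx1, which specify pancreas and islet cells, were higher by 4.55 and 5.39. Isl1 was higher by 4.51, with adjusted p = 0.0723 when pituitary tumor 6 was left out and 0.0749 without pituitary tumor 8. The list passed the set test (adjusted p = 7.29e-08). It was the only one of 27 lists to hold its call with an estimated correlation (adjusted p = 0.0327 with an estimated correlation). Of 21 anterior pituitary genes, 13 were higher in the pituitary tumors, among them Six6, a homeobox factor of the pituitary (difference -5.62, adjusted p = 0.000137), and 0 were lower. When adjusted over the list alone, 13 were higher and 2 lower. The list passed the set test (adjusted p = 7.69e-11), and had adjusted p = 0.0706 with an estimated correlation. Of 9 genes of astrocytes and related glia, 5 were higher in the pituitary tumors, as were 2 of 8 genes of neurons and 0 of 6 of oligodendrocytes. These counts were 7, 5 and 4 adjusted over the list alone. Slc1a2, a glial glutamate transporter, differed by -6.84 (adjusted p = 0.000309), and Slc17a6, a vesicular glutamate transporter of neurons, by -4.72 (adjusted p = 2.14e-06). The set tests gave adjusted p = 0.000725, 0.000108 and 0.00664 in this order of lists, with adjusted p = 0.394, 0.208 and 0.394 with an estimated correlation. The glial genes Slc1a3 and Aldoc lost their calls without pituitary tumor 6 (adjusted p = 0.0949 and 0.144) or 8 (0.0828 and 0.151), and Aqp4 without tumor 6 (0.0508). Their differences kept their sign, with -4.84 and -4.48 for Slc1a3, -3.57 and -3.19 for Aldoc and -5.45 for Aqp4. Gad1, 1 of the 2 neuronal genes, lost its call without any 1 of 10 tumors (0.0506 to 0.218). Its difference then was -5.83 to -5.77 without a pancreatic tumor, -4.62 without pituitary tumor 6 and -4.02 without pituitary tumor 8. Within the pituitary tumors, the glial gene Slc1a3 had a signal of 11.80 in tumor 6, 12.51 in tumor 8 and 5.07 in tumor 7. Slc17a6 did not follow this, with 9.52, 9.39 and 8.53 in the same order, while Gad1 had 3.05 in tumor 7. With tumors 6 and 8 left out, a setting chosen after the data were seen, the direction of the oligodendrocyte list turned. That setting removes the tumors with the high values and leaves 1 pituitary tumor, so it cannot test these 3 lists. The oligodendrocyte list lost its call among probe sets above the median (adjusted p = 0.107). The 10 genes with the largest difference toward pancreatic tumors also include Tmed6 (7.75), Akr1c19 (6.51), Ambp (6.38) and Sult1d1 (5.92). They also hold Cpn1 (5.88), the epithelial keratin Krt7 and Gch1 (5.56). Toward pituitary tumors these 10 genes include Gpm6b (-7.44), Ugt8a (-6.75), an enzyme of myelin lipid synthesis, Car10 (-6.48), Anks1b (-6.09), Fam107a (-5.98) and Crhbp (-5.97), which binds corticotropin-releasing hormone. Ugt8a had 9.29 in pituitary tumor 7, where the oligodendrocyte genes Mag and Olig1 had 4.84 and 4.43. Its difference thus need not come from myelin. Fam107a lost its call without pituitary tumor 6 (adjusted p = 0.0765) or 8 (0.0824). Tmed6, Akr1c19, Sult1d1, Cpn1 and Pdx1 lay at or below the median probe set, which stands here for background, in all 3 pituitary tumors. Gpm6b, Ugt8a, Car10, Anks1b, Crhbp, Six6 and Slc17a6 did so in all 9 pancreatic tumors. Hhex and Krt7 did so in 2 of the 3 pituitary tumors, Slc1a2 and Aqp4 in 8 and Fam107a in 5 of the 9 pancreatic tumors. Their differences are lower bounds, and the order of these genes by size is not exact. Slc1a3 and Gad1 lay at or below the median probe set in all 9 pancreatic tumors and 1 pituitary tumor. The sizes of their differences are thus not exact either. In all, 533 probe sets were higher in pancreatic and 1552 in pituitary tumors, which stand for 293 and 819 genes. The values of the 2 groups did not overlap for 7.88% of probe sets, where chance gives 0.909%. The first principal component held 31.1% of the variance and separated the sites, from -13.3 to 117.7 in pancreatic and -149.5 to -79.0 in pituitary tumors. The sites accounted for 27.3% of the squared distance between tumors (exact permutation test over 220 splits, p = 0.00455, the smallest p possible). The highest share of another split was 20.4%. The counts of 533 and 1552 became 172 and 656 without pituitary tumor 6, 180 and 760 without pituitary tumor 8, and 886 and 1911 without pancreatic tumor 2. They became 1849 and 3179 with array weights, 419 and 967 with a test whose variance is not moderated, and 214 and 571 without pancreatic tumors 10, 11 and 12, a setting chosen after the data were seen.

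**Figure D1:**
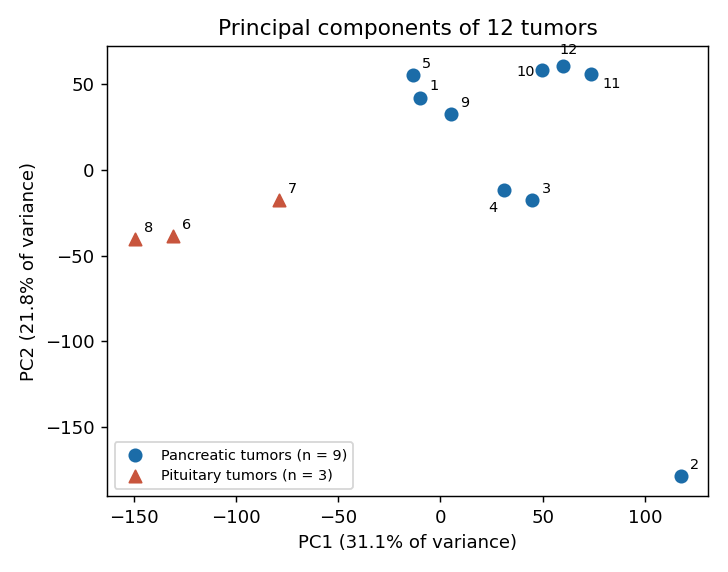
First and second principal components of 45037 probe sets (log2 signals, centred per probe set) in 9 pancreatic (circles) and 3 pituitary tumors (triangles), with 1 point per tumor and its number. All pituitary tumors lie at -79.0 or below on the first component, and pancreatic tumor 2 lies at -178.7 on the second.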

We therefore compared the specific *MYCN* pathway activity score in the mRNA profiles of all tumors. This revealed a specific *MYCN*-signature described for MYCN-driven murine neuroblastomas also in the pancreatic tumors of LSL-MYCN;hGFAP-Cre mice (Figure 4B). Furthermore, down-regulated mRNAs of the kallikrein peptidase family (*Klk1, Klk1b3, Klk1b5*) and the cholecystokinin receptor type A (*CCKAR*), and expression of *cdh2* coding for N-cadherin as well as somatostatin (Supplemental Table 1) discriminated pancreatic tumors from pancreatic controls. 

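Canonical MYC target genes, which serve ribosome and nucleotide synthesis, had a higher rank score in the pancreatic than in the pituitary tumors. The score of 62 measured target genes was 0.022 ± 0.057 (SD, n = 9) in pancreatic and -0.070 ± 0.047 (SD, n = 3) in pituitary tumors. The difference of 0.092 passed the exact permutation test (two-sided, 220 splits, p = 0.0182), and 8 of 9 pancreatic tumors lay above every pituitary tumor. The exception, pancreatic tumor 1, had the lowest score of the 9 (-0.101). Of the 62 target genes, 1 was higher in pancreatic tumors, 0 were lower and 61 did not pass the test (0 in either direction when adjusted over the list alone). This gene was Mybbp1a, which encodes a nucleolar protein (difference 0.87, standard error 0.21, adjusted p = 0.035 from limma), and its other probe set did not pass (1.45, adjusted p = 0.15). It no longer passed without pituitary tumor 6 (adjusted p = 0.2) or 8 (0.154), or without pancreatic tumor 3, 4, 10 or 11 (0.0536 to 0.0622). The median difference of the list was 0.29. As a set it passed (adjusted p = 0.00205), and had adjusted p = 0.559 with an estimated correlation. With fry, an alternative test of sets, it had adjusted p = 0.209. Of 23 genes of S and G2/M phase, 0 passed alone, and 3 were higher in pancreatic tumors when adjusted over the list alone. The set was higher in pancreatic tumors (median difference 0.64, adjusted p = 0.00132), with adjusted p = 0.558 with an estimated correlation and 0.169 with fry. Mki67, which encodes the proliferation marker Ki-67, had a signal of 8.62 ± 0.84 (SD, n = 9) in pancreatic and 7.99 ± 0.40 (SD, n = 3) in pituitary tumors (difference 0.63, adjusted p = 0.502). Aurka, which encodes Aurora kinase A, differed by 0.79 (adjusted p = 0.359). Of 9 genes of the MYC family and its cofactors, 0 passed, over all genes or adjusted over the list alone (set test, adjusted p = 0.993, and adjusted p = 0.994 with an estimated correlation). Mycn had a signal of 6.82 ± 0.24 (SD, n = 9) in pancreatic and 6.38 ± 0.18 (SD, n = 3) in pituitary tumors (difference 0.44, adjusted p = 0.154). Another of its probe sets went the other way (difference -1.33, adjusted p = 0.025). The pancreatic mean of that probe set was 4.56, below the lowest array median of 5.45, so this difference can be a lower bound. Whether these mouse probe sets also read the human transgene is not known from the values. Myc differed by 0.04 (adjusted p = 0.926). It lay at or below the median probe set of the array in 6 of the 9 pancreatic and 2 of the 3 pituitary tumors, so this value says little. Genes were ranked within each array, the ranks of the list were summed and divided by the mean sum over all 12 tumors, and the ratio was log2 transformed, as in the methods. The list was a set of canonical targets fixed for this work, since the paper's text does not name the genes of its MYCN signature. The lowest pituitary scores were those of tumors 6 (-0.106) and 8 (-0.088), the tumors with glial and neuronal transcripts, against -0.017 in tumor 7, so brain tissue in these samples can bear on the difference. The score difference did not pass without pituitary tumor 6 (0.074, exact p = 0.109) or 8 (0.083, exact p = 0.0727), nor as a mean of centred log2 values (0.289, exact p = 0.164). With all probe sets of the list genes the score difference was smaller and passed (0.060, exact p = 0.0182). On the main score the methods' t-test gave p = 0.0309, beside the exact permutation p above. The score difference also did not pass in 2 settings chosen after the data were seen. These were without pancreatic tumors 2, 3 and 4 (0.072, exact p = 0.0952) and without pancreatic tumors 10, 11 and 12 (0.087, exact p = 0.0833). In its discussion, the paper takes the presence of a MYCN signature in these profiles and proposes that MYCN governs the expression profile and may act as an oncogenic driver.

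**Figure D2:**
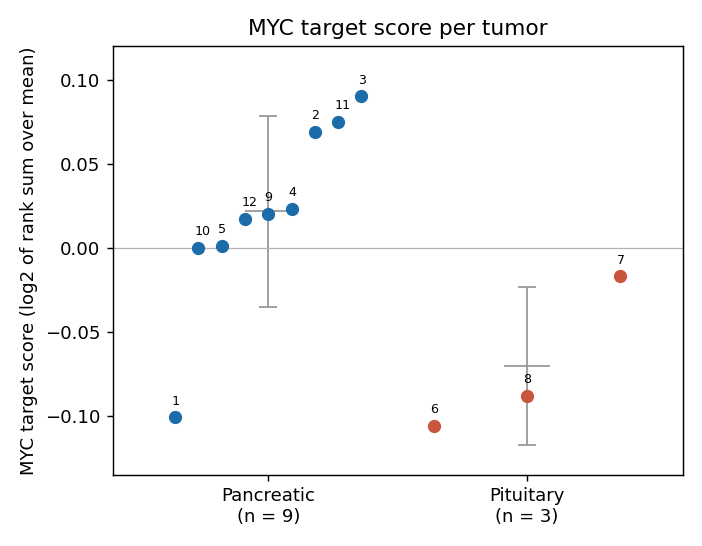
MYC target score (log2 of rank sum over mean) of 9 pancreatic and 3 pituitary tumors, with 1 numbered point per tumor, in order of score. Bars give the mean and SD of each group, and the scores range from -0.101 to 0.090 in pancreatic and from -0.106 to -0.017 in pituitary tumors.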

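Somatostatin and N-cadherin transcripts were higher in the pancreatic than in the pituitary tumors, while Cckar and the kallikreins Klk1 and Klk1b5 did not pass the test. Sst, the hormone of islet delta cells, had a signal of 14.86 ± 0.46 (SD, n = 9) in pancreatic and 11.45 ± 0.81 (SD, n = 3) in pituitary tumors. The difference was 3.41 (standard error 0.34, adjusted p = 0.000118 from limma). Sst had the highest signal of the array in 6 of the 9 pancreatic tumors, where the signal can be saturated, so this difference is a lower bound. Cdh2 was higher by 1.32 at its probe set in Supplemental Table 1 (adjusted p = 0.024). The probe set that represents the gene here did not pass (difference 1.02, adjusted p = 0.109). Of 5 somatostatin receptor genes, Sstr3 was higher in pancreatic tumors (difference 2.95, adjusted p = 0.0498) and 4 did not pass. The counts were 1 higher and 1 lower when adjusted over the list alone. The receptors did not pass as a set (adjusted p = 0.993, and adjusted p = 0.994 with an estimated correlation), and their median difference of -0.20 and mean of 0.37 have opposite signs. Sstr3 lay at or below the median probe set in 2 of the 3 pituitary and 1 of the 9 pancreatic tumors, so the size of its difference is not exact. Another Sstr3 probe set did not pass (0.91, adjusted p = 0.174). Sstr3 lost its call when any 1 of 11 tumors was left out, with adjusted p of 0.0573 to 0.225. Cckar, the cholecystokinin receptor of acinar cells, had a signal of 4.14 ± 1.28 (SD, n = 9) in pancreatic and 3.53 ± 0.16 (SD, n = 3) in pituitary tumors (difference 0.61, adjusted p = 0.668). It reached 6.91 in pancreatic tumor 3 and 5.55 in tumor 4, the tumors with the most acinar transcripts, and 2.97 to 4.26 in the other pancreatic tumors. Klk1 had a signal of 3.80 ± 0.89 (SD, n = 9) in pancreatic tumors at its probe set in Supplemental Table 1 (difference -0.66, adjusted p = 0.518). Klk1b5 had 3.05 ± 0.11 (SD, n = 9) at its listed probe set (difference 0.19, adjusted p = 0.423). Cckar lay at or below the median probe set, which stands here for background, in 8 of the 9 pancreatic and all 3 pituitary tumors, and the probe set that represents Klk1b5 in all 12. The listed probe sets of Klk1 and Klk1b5 had means below it at both sites. Differences of Cckar and at these listed probe sets can thus be missed. The probe set that represents Klk1 here lay above the median probe set in all 12 tumors and did not pass either (difference 0.14, adjusted p = 0.708). Of 9 kallikrein genes, 0 were higher in pancreatic and 2 in pituitary tumors (the same numbers adjusted over the list alone), Klk1b16 (difference -2.61, adjusted p = 0.0106) and Klk1b27 (-1.68, adjusted p = 0.044). Both lay at or below the median probe set in all 9 pancreatic tumors, so these differences are lower bounds. The list did not pass (adjusted p = 0.508, and adjusted p = 0.884 with an estimated correlation). Kallikreins are near-identical paralogs, so a probe set can read several of them. Klk1b16 lost its call without pituitary tumor 8 (adjusted p = 0.0573), and Klk1b27 without any 1 of 10 tumors (0.0546 to 0.111). Without pituitary tumor 7 the difference of Klk1b27 was -0.88. The kallikrein score, centred over all tumors, was -0.19, 0.94 and 0.17 in pituitary tumors 6, 7 and 8, so the list varied among them. These values compare the tumor sites only, and not tumors with normal pancreas.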

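Of 461 probe sets that the copy of Supplemental Table 1 used here gives as different between pancreatic tumors and normal pancreas, 45 differed between pancreatic and pituitary tumors and 416 did not pass the test. Of 290 probe sets listed as higher in pancreatic tumors than in normal pancreas, 32 were higher in pancreatic and 3 in pituitary tumors. Of 171 listed as lower, 3 were higher in pancreatic and 7 in pituitary tumors. Adjusted over the list alone, the counts were 33 and 5, and 3 and 7. This copy holds no probe set named Cckar, for which the paper cites it, so it may lack some probe sets. The study chose this list on the same pancreatic tumors, so these counts are not independent evidence of its direction. Among the listed higher genes, Scgn, a calcium-binding protein of endocrine cells (difference 4.63), Enpep (4.46), Abcc8, a subunit of the islet potassium channel (4.30), and Usp18 (4.19) were higher in pancreatic tumors. Mb21d2 (-1.88), Myh10 (-1.15) and Lancl2 (-0.82) were higher in pituitary tumors. Among the listed lower genes, Gabra4, a subunit of the GABA receptor (-4.93), and Higd1a (-4.34) were higher in pituitary tumors, and Deptor (1.93), Tle6 (1.39) and Krt76 (0.65) in pancreatic tumors. These examples were chosen after their values were seen. Gabra4 and Higd1a had pancreatic means of 5.04 and 4.99, below the lowest array median of 5.45. Usp18 had a pituitary mean of 5.51, below the pituitary array medians of 5.53 to 5.61. The differences of Gabra4, Higd1a and Usp18 can therefore be lower bounds. Krt76 had means below the array medians at both sites (5.29 and 4.64), so its difference says little. The median size of the difference was 0.56 for the probe sets listed as higher and 0.31 for those listed as lower. The test passed 12.1% and 5.85% of them, and 4.63% of all probe sets. In a clustering of the tumors on these probe sets (average linkage, Pearson correlation), the pituitary tumors formed a branch with 0 pancreatic tumors. The first division put pancreatic tumor 2 and the 3 pituitary tumors on one side. Pearson's r across listed probe sets had a median of 0.978 within pancreatic tumors, 0.982 within pituitary tumors and 0.876 between the sites. It ran from 0.647 to 0.992 within pancreatic tumors and from 0.596 to 0.902 between the sites, so these ranges overlap. Without pancreatic tumor 2 the 4 counts were 55 and 21, and 5 and 11. Without pituitary tumor 6 or 8 the first pair was 19 and 1.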

Hierarchical clustering of the differentially expressed genes then identified a common pattern of gene regulation in all tumors arising in the MYCN-GFAP model (Figure 4C). Thus, mRNA profiling allowed both, the recognition of tumor-specific and *MYCN*-specific signatures in LSL-MYCN;hGFAP-Cre induced tumors.

**Figure 4:**
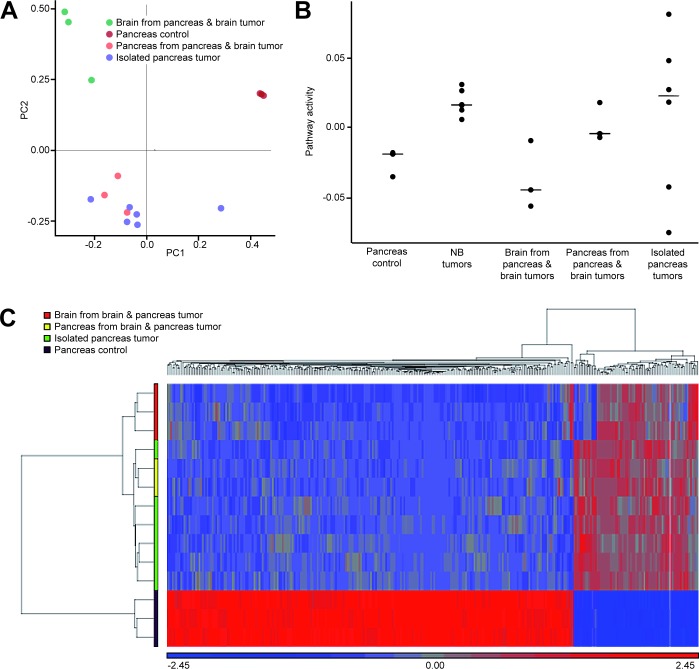
Microarray-derived mRNA profiles obtained from tumors of LSL-MYCN;hGFAP-Cre mice were compared to control pancreata **A.** Principal component analyses (PCA) revealed that all tumors group according to the site of tumor origin as indicated and that these tumor profiles cluster apart from the control profiles (“Pancreas control”). **B.** MYCN pathway activity scores were calculated for all LSL-MYCN;hGFAP-Cre tumor profiles and compared to profiles of MYCN-driven neuroblastoma. **C.** Hierarchical clustering of genes discriminating pancreatic LSL-MYCN;hGFAP-Cre tumors from normal pancreas reveals tumor-specific patterns independent of the tumor site origin.

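Transcripts of acinar cells and of liver stood at different levels among the pancreatic tumors. The acinar score, the mean log2 signal of 26 acinar genes relative to the mean of the 9 pancreatic tumors, was 3.24 in tumor 3, 2.46 in tumor 4 and 0.92 in tumor 10. It was -1.87 to -0.47 in the other 6 tumors. The elastase gene Cela1 was higher in pancreatic than in pituitary tumors (difference 3.91, standard error 0.55, adjusted p = 0.00152 from limma), and 25 acinar genes did not pass, with the same counts adjusted over the list alone. Cela1 did not follow the acinar score among the pancreatic tumors. It had 11.40 in tumor 1 (score -1.51) and 12.19 in tumor 11 (-0.47), against 12.26 in tumor 3 and 11.33 in tumor 4. Its difference between the sites thus need not come from acinar tissue. As a set the acinar genes were higher in pancreatic tumors (adjusted p = 1.48e-05), with adjusted p = 0.548 with an estimated correlation and 0.124 with fry. The score of 6 liver genes was 5.66 in tumor 2, 3.09 in tumor 4, 2.75 in tumor 3 and -2.78 to -0.53 in the other 6. Alb, which encodes serum albumin, had a signal of 15.01 in tumor 2, 13.65 in tumor 4, 13.42 in tumor 3 and 6.22 to 12.28 in the other 6. None of the liver genes passed between the sites, over all genes or adjusted over the list alone, and 0 of 6 were lower. The set was higher in pancreatic tumors (adjusted p = 0.0411), with adjusted p = 0.559 with an estimated correlation. This call was also lost without pancreatic tumor 2 (adjusted p = 0.0612), 3 (0.062) or 4 (0.0593), without pituitary tumor 7 (0.132), after quantile normalization (0.0629) or median centring (0.0504), with the mean of all probe sets (0.052), and with fry (0.209). The second principal component set tumor 2 apart, and the genes with the largest weights on its side were the liver genes Cyp2f2 (-0.043), Bhmt (-0.041), Itih3 (-0.040) and Cps1 (-0.039). No pancreatic tumor stood apart in the acinar score by Dixon's test (gap over range 0.152). This test seeks 1 tumor far from its neighbour, and tumors 3 and 4 were high together. It thus cannot tell whether these tumors stood apart from the others. Across the 9 pancreatic tumors the acinar score and the score of neuroendocrine genes had Pearson's r = 0.28 (exact permutation test, p = 0.47, adjusted p = 0.47). Spearman's rho was 0.23 (exact permutation test, p = 0.552), and r was 0.32 without tumors 3 and 4. Without tumor 2, a setting chosen after the data were seen, r was -0.09 (exact permutation test, p = 0.812). The liver score, related to the neuroendocrine score after the data were seen, had r = -0.70 (exact permutation test, p = 0.0413, adjusted p = 0.0827 over 2 relations). Spearman's rho was -0.37 (exact permutation test, p = 0.336), and r was -0.48 without tumors 2 and 4. Without tumor 2 alone r was -0.13 (exact permutation test, p = 0.73), so the relation rests on that tumor.

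**Figure D3:**
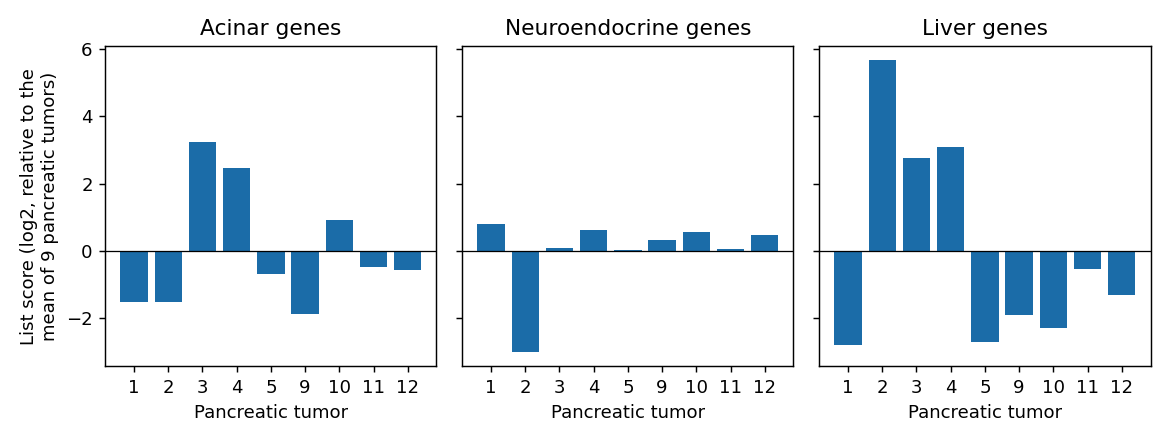
Scores of acinar, neuroendocrine and liver genes in 9 pancreatic tumors (log2, relative to the mean of these tumors), with 1 bar per tumor. Tumor 2 has the highest liver score (5.66) and the lowest neuroendocrine score (-2.99), and tumor 3 the highest acinar score (3.24).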

### Stable cell lines derived from LSL-MYCN;hGFAP-Cre induced pancreatic tumors are susceptible to MYCN-directed small molecule inhibition *in vitro* and *in vivo*

To establish *in vitro* systems for functional characterization of our newly developed tumor model, cells from a pancreatic tumor of a LSL-MYCN;hGFAP-Cre mouse were isolated and cloned to obtain stable cell lines. One of these cell lines, designated Pank4, displayed undifferentiated morphology (Figure 5A) and provided a positive luciferase signal in bioluminescence imaging (Supplemental Figure 3), indicating activation of the transgenic cassette. Pank4 cells were able to grow as xenografts in immunocompromised mice. *In vivo* luciferase imaging again indicated expression of the transgenic cassette (Figure 5B), which was corroborated by detection of the Cre-mediated removal of the floxed stop sequence (Supplemental Figure 4). To confirm that growth of these tumors was still dependent on the expression of the transgenic driver gene, *MYCN*, animals were treated with a Brd4-inhibitor, JQ1, or an Aurora kinase inhibitor, MLN 8237, once that Pank4-induced xenografts reached a size of 100 mm^3^. Tumor growth in JQ1 and MLN 8237 treated animals was significantly reduced compared to DMSO controls (*p* = 0.05 for treatment with JQ1, and *p* = 0.018 for treatment with MLN 8237, Figure 5C). To analyse on-target effects of both treatment modalities, Pank4-induced xenografts were treated over a period of three days. After that period, tumors were excised and checked for MYCN mRNA and protein expression, respectively (Figure 5D-5E). Here, significant reduction of MYCN mRNA was observed by both treatments. Additionally, MYCN protein levels were reduced by both MLN8237 and JQ1. Histological analyses revealed significantly less proliferating, Ki-67 positive, tumor cells upon targeted treatment (*p* = 0.04 and *p* = 0.036 for treatment with JQ1 or MLN 8237, respectively). Moreover, a significant increase in the fraction of apoptotic cells was observed for animals treated with JQ1 (*p* = 0.012) or with MLN 8237 (*p* < 0.0001, Figure 5D-5E). Thus, targeted treatment of xenografts derived from LSL-MYCN;hGFAP-Cre induced tumors is feasible and significantly delays tumor cell proliferation *in vitro* and *in vivo*.

**Figure 5:**
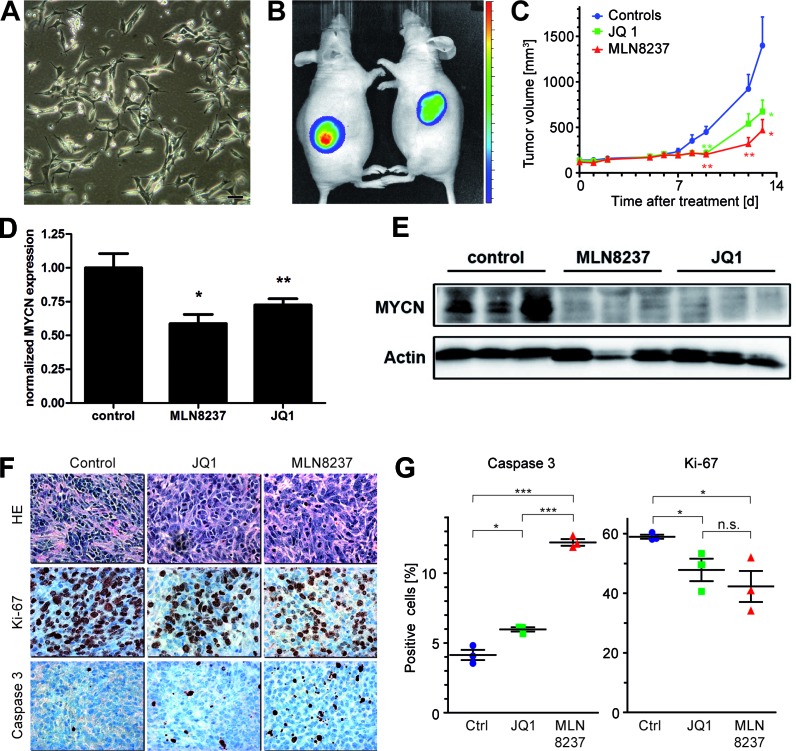
**A.** Morphology of a cell line, designated Pank4, which was derived from a pancreatic tumor of a LSL-MYCN;hGFAP-Cre mouse. Bar, 200 μm. **B.** Xenografts of Pank4 are luciferase-positive in immunocompromised mice. **C.** Growth curves of xenograft tumors, induced by grafting Pank4 cells into immunocompromised mice. Mice were treated either with JQ1, MLN8237 or vehicle. **D.** Mice bearing Pank4-induced xenografts were subjected to forced treatment over three days with either with JQ1, MLN8237 or vehicle (control, “*”: *p* < 0.05; “**”: *p* < 0.01). Hereafter, tumors were checked for MYCN mRNA expression and **E.** MYCN protein expression. **F.** Histology of tumors analysed in C. Tumors were stained with H&E, Ki-67 or an antibody detecting cleaved caspase 3. **G.** Statistical evaluation of differentially treated tumors with respect to the fraction of tumor cells staining positive for cleaved Caspase-3 or Ki-67, respectively.

## DISCUSSION

The MYC family of transcription factors consists of three well characterized members, c-MYC, L-MYC, and MYCN. Deregulation of MYC family members is often associated with aggressive tumor behavior and therapy resistance, and MYC overexpression in amplified tumors represents a therapeutic challenge in many malignancies including neuroblastoma [20]. We here describe a novel model for MYCN-driven tumors that are induced by targeting MYCN to GFAP-positive cells in transgenic mice. These tumors were of neuroendocrine origin and were located either in the pancreas, the pituitary gland or both (Figure 1C). 

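Neuroendocrine markers, the proteins of secretory granules and vesicles, mostly had a signal above the median probe set of the array. Of 27 measured marker genes, 21 lay above it in each of the 12 tumors, and 26 in each of the 3 pituitary tumors. Chga, which encodes chromogranin A, had a signal of 12.66 ± 1.34 (SD, n = 9) in pancreatic and 11.66 ± 0.80 (SD, n = 3) in pituitary tumors (difference 1.00, standard error 0.77, adjusted p = 0.506 from limma). Cadps, a factor of vesicle exocytosis, was higher in pituitary tumors (difference -4.68, adjusted p = 0.00246), and 26 markers did not pass. Adjusted over the list alone, 2 were higher in pituitary and 0 in pancreatic tumors. These were Cadps, which was also high in pituitary tumor 7 (9.54), and Stmn2. Stmn2 had 10.81 and 11.23 in pituitary tumors 6 and 8, the tumors with glial and neuronal transcripts, and 4.90 in tumor 7. Brain tissue in these samples can thus bear on this count and on the mean difference of the list. Pancreatic tumor 2 had the lowest signal of many markers, and also the highest score of liver genes among the pancreatic tumors (5.66). Chga reached 9.58 there and 11.78 to 13.95 in the other pancreatic tumors, and Insm1, a transcription factor of neuroendocrine cells, 6.56 and 10.70 to 12.79. Syp, Pcsk1, Uchl1 and Eno2 lay above the median probe set in 8 of the 9 pancreatic tumors, Cadps in 5 and Stmn2 in 2. The markers did not pass between the sites as a set (camera, adjusted p = 0.267, and adjusted p = 0.894 with an estimated correlation). Their mean difference was -0.54, and a missed threshold does not show that the sites are alike. The median probe set stands here for background, since the values carry no detection calls. With the 75th percentile of the array in its place, 13 of the markers lay above it in every tumor.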

The neuroendocrine nature of the tumors was revealed by immunostaining for the neuroendocrine marker chromogranin A (Figure 2D) and confirmed by global expression profiling. The incidence of tumor formation in our model was considerably lower than in other hGFAP-Cre driven transgenic models, in which penetrance was 100% (hGFAP-Cre x LSL-SmoM2; Schüller et al., Cancer Cell 2008). This suggests that, in general, Cre-mediated excision should be sufficient to achieve a tumor penetrance of 100%, but also that MYCN expression may be variable and that a threshold sufficient for tumor development may not be reached in tumor-free LSL-MYCN;hGFAP-Cre mice. This is supported by the finding that MYCN levels are undetectable or low in target organs in tumor-free animals (Figure 1F-1G). Alternatively, additional hits that have not occurred in tumor-free mice may be required for tumor development. The latter is corroborated by the long latency period until tumor formation becomes evident (> 6 months). However, a potential “second hit” could not be identified yet.

It has been reported that α-cells of the Langerhans islets express GFAP [21,22]. As these α-cells are the main source of glucagon and tumor-bearing LSL-MYCN;hGFAP-Cre mice displayed with elevated blood glucagon levels as well as Glucagon-positive tumors, these findings are in line with the diagnosis of a glucagon-producing PanNET. Expression profiling of tumors confirmed marker expression of neuroendocrine tumors and revealed for the first time a comprehensive view on mRNA patterns in those tumors. Moreover, the role of MYC proteins as transcriptional amplifiers has been suggested by studies demonstrating that MYC overexpression increases the total amount of RNAs both in tumor cells as well as in physiological settings [1,23]. 

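Transcripts of hormone genes of several islet cell types were present in the pancreatic tumor samples. Those of anterior pituitary hormone genes were present in the pituitary tumor samples. The arrays measured whole samples. Whether tumor cells or normal islet or pituitary tissue in the samples held these transcripts was not tested. Gcg, which encodes glucagon, had a signal of 12.38 ± 1.68 (SD, n = 9) in pancreatic and 5.85 ± 0.52 (SD, n = 3) in pituitary tumors. The difference was 6.53 (standard error 0.93, adjusted p = 0.00163 from limma), and every pancreatic tumor lay above every pituitary tumor. The lowest pancreatic value was 8.85, in tumor 2. Of 6 alpha cell genes, Gcg was higher in pancreatic tumors and 5 did not pass, with the same counts adjusted over the list alone. The list did not pass the set test (adjusted p = 0.205, and adjusted p = 0.548 with an estimated correlation). It passed among probe sets above the median (adjusted p = 0.0323), with fry (0.048), and without pituitary tumor 8 (0.0251). Of 9 beta cell genes, 3 were higher in pancreatic tumors and 0 were lower (6 higher when adjusted over the list alone). Iapp, which encodes islet amyloid polypeptide, had 14.43 ± 0.35 (SD, n = 9) in pancreatic and 12.07 ± 0.67 (SD, n = 3) in pituitary tumors (difference 2.37, adjusted p = 0.000374). Its 3 other probe sets passed as well, with differences of 2.01, 2.34 and 4.72, so the size depends on the probe set. Ins2, which encodes insulin, had 10.97 ± 1.80 (SD, n = 9) and 5.90 ± 0.39 (SD, n = 3), a difference of 5.07 (adjusted p = 0.0131). The probe sets that represent Ins2 and Pomc are of a kind that can also read related transcripts, which was not examined here. Another Pomc probe set was also higher in pituitary tumors (difference -4.56, adjusted p = 0.000141). The list passed (adjusted p = 6.79e-06), with adjusted p = 0.0549 with an estimated correlation. Ins2 lost its call without pituitary tumor 6 (adjusted p = 0.0669) or 8 (adjusted p = 0.0753). Of 7 other islet and gut hormone genes, 1 was higher in pancreatic tumors, the somatostatin gene, and 6 did not pass (6 higher and 1 lower when adjusted over the list alone). Ppy, the pancreatic polypeptide gene, had 11.58 ± 2.43 (SD, n = 9) in pancreatic and 6.59 ± 0.80 (SD, n = 3) in pituitary tumors (difference 4.99, adjusted p = 0.0557). Ppy passed after quantile normalization (adjusted p = 0.0479), with the mean of all probe sets (0.043), and without pancreatic tumor 2 (0.0102) or 11 (0.0343). Pyy, Cck and Gast differed by 3.65, 3.76 and 2.63. Pyy passed without pancreatic tumor 11 (difference 4.35, adjusted p = 0.0292). Ghrl (0.50) lay at or below the median probe set, which stands here for background, in all 12 tumors, and Vip (-2.15) in 9 pancreatic and 2 pituitary tumors, so these values say little about either gene. Gast lay at or below the median probe set in 2 of the 3 pituitary tumors and Cck in 1, so their differences can be lower bounds. The list passed (adjusted p = 0.00194), with adjusted p = 0.0978 with an estimated correlation. Of 7 pituitary hormone genes, 6 were higher in the pituitary tumors. Gh (growth hormone) had 14.77 ± 0.11 (SD, n = 3) in pituitary and 5.95 ± 0.23 (SD, n = 9) in pancreatic tumors (difference -8.82, adjusted p = 1.9e-11). Its 3 other probe sets also were higher in pituitary tumors (differences -9.11, -10.16 and -10.66), with pancreatic means below the median probe set. The size for Gh thus depends on the probe set. Prl (prolactin) differed by -9.69, Cga (the common subunit of glycoprotein hormones) by -7.62, Tshb by -5.16, Pomc by -4.84 and Fshb by -2.67. Prl had the highest signal of the array in 2 of the 3 pituitary tumors and lay at or below the median probe set in 7 of the 9 pancreatic tumors. Cga, Tshb and Fshb lay at or below it in all 9, so these differences are lower bounds. Lhb differed by -0.23 (adjusted p = 0.674). It lay at or below the median probe set in 5 of the 9 pancreatic and 2 of the 3 pituitary tumors, so this value says little. Fshb had a signal of 3.27 in pituitary tumor 6, 7.78 in tumor 7 and 6.07 in tumor 8, and lost its call without tumor 7 (adjusted p = 0.0846) or 8 (0.16), or without pancreatic tumor 3, 4, 10, 11 or 12 (0.0525 to 0.0603).

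**Figure D4:**
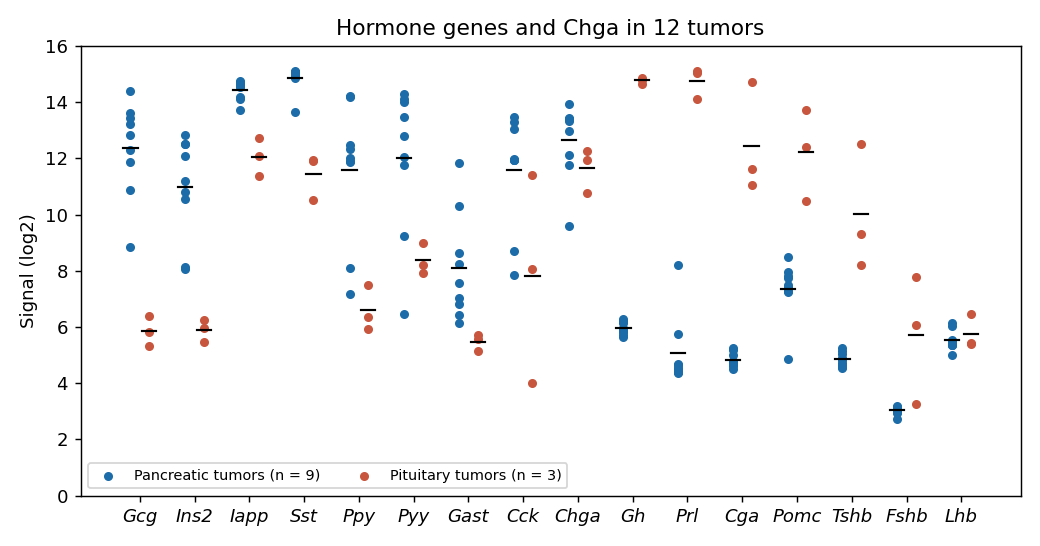
Signal (log2) of 15 hormone genes and Chga in 9 pancreatic and 3 pituitary tumors, with 1 point per tumor and a line at the mean of each group. Gcg lies at 8.85 or above in every pancreatic tumor, and Gh at 14.65 or above in every pituitary tumor.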

Later, it has been described that oncogenic MYCN acts more specific in shaping the transcriptional profile [2]. This is supposed to explain the emergence of pathway specific signatures related to MYCN by a secondary RNA amplification model ([24], reviewed in [25]). However, small sample size of our dataset does not allow discriminating between MYCN-induced general transcriptional amplification and enrichment of MYCN-specific functional target gene clusters.

In humans, most glucagon-producing PanNETs occur sporadically (87%) and only rarely as a component of the multiple endocrine neoplasia syndrome type 1 (MEN1). In a series of human tumors (*n* = 9) we here showed that *MYCN* is expressed on mRNA level in a subset of these tumors (Figure 3D), while no *MYCN* or *c-MYC* amplifications were detected by FISH analyses (data not shown). Of the glucagon-producing PanNETs, only a fraction is associated with a hormonal syndrome and these are called glucagonomas. They have an incidence of 1 in 20 million [26] with an average age at diagnosis of 52.5 years [27]. Almost all glucagonomas and glucagon-producing PanNETs arise in the pancreas (97%) with only a few tumors being localized extrapancreatically in kidney, duodenum or liver. Most patients with a glucagonoma syndrome develop a so called “necrolytic migratory erythema”, diarrhea, weight loss, diabetes and thromboembolic problems [28], [26,29]. It is of interest to note that mice frequently presented with ruffled fur during onset of tumor formation, which might have had its cause in skin irritations comparable to necrolytic migratory erythema characterizing human glucagonoma patients [28].

The combined appearance of pituitary tumors together with glucagon producing PanNETs is reminiscent of a MEN1 syndrome, in which PanNETs commonly go together with parathyroid and pituitary tumors [30]. However, our LSL-MYCN;hGFAP-Cre double transgenic animals did not develop parathyroid tumors. Moreover, array-CGH analyses of tumors in transgenic mice did not suggest involvement of the *MEN1* locus on mouse chromosome 19, which is syntenic to human chromosome 11q13. Additionally, *MEN1* gene expression was not down-regulated in tumors, rendering mutational inactivation of the *MEN1* gene unlikely. 

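Men1, which encodes menin, had similar signals in the tumors of both sites. At the probe set that represents it, the signal was 7.76 ± 0.32 (SD, n = 9) in pancreatic and 7.80 ± 0.17 (SD, n = 3) in pituitary tumors (difference -0.04, standard error 0.20, adjusted p = 0.934 from limma). Its values ranged from 7.33 in pancreatic tumor 11 to 8.33 in tumor 5. Its 2 other probe sets differed by 0.36 (standard error 0.31, adjusted p = 0.564) and 0.09 (standard error 0.17, adjusted p = 0.807). Of 13 measured tumor suppressors of neuroendocrine tumors, 1 was lower in pancreatic than in pituitary tumors, 0 were higher and 12 did not pass, with the same counts adjusted over the list alone. This was Rb1, which encodes the retinoblastoma protein, with 7.22 ± 0.42 (SD, n = 9) against 8.72 ± 0.36 (SD, n = 3) and a difference of -1.50 (adjusted p = 0.00721). Without pituitary tumor 8 it had adjusted p = 0.0566. The list did not pass (adjusted p = 0.267, and adjusted p = 0.559 with an estimated correlation). A difference between the sites does not show whether Men1 differs from normal tissue, which was not analysed here. A p that misses the threshold does not show that the sites are alike.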

Finally, it remains to be determined, if the spectrum of the human MEN1-syndrome can be fully recapitulated in mice, since glucagon cell specific deletion of MEN1 in mice resulted in the development of insulinomas [31] and not glucagon producing cells. The only other MYCN-driven animal model of MYCN-induced PanNETs was described in zebrafish, yet the developing tumors were similar to human insulinomas [32]. PanNETs expressing glucagon have also been described in mice with a deletion of the glucagon receptor [33], or with a conditional deletion of p53 and Rb [15].

Regarding the question as to whether the presented mouse model can be used for the evaluation of new MYCN-directed therapies, it is of note that transcriptome analyses of the MYCN-GFAP induced tumors revealed a previously described MYCN-related expression signature (Figure 4) [7]. This suggested that MYCN governs the overall expression profile and may function as an oncogenic driver in our mouse model. As MYC proteins themselves are hardly druggable, many efforts have been put into the identification of downstream and upstream regulators of MYC family members. Functional screens have identified Brd proteins, most prominently Brd4, and Aurora kinase A as important check points of MYCN transcription and protein turnover, respectively [16,34]. Therefore, we checked, whether tumor growth depended on MYCN function by JQ1 and MLN8237 in xenografts and in cell lines. For this purpose, stable cell lines were established from pancreatic tumors of LSL-MYCN;hGFAP-Cre mice. Although there is a late onset of primary tumor development in this model (Figure 1A), and tumor growth appears to be slow, tumor-derived cell lines proliferate quickly both *in vitro* and as xenografts in immunocompromised mice (Figure 5A, 5B). Both, cell lines and xenografts responded to JQ1 and MLN8237 treatment and present with reduced MYCN levels on mRNA and protein levels at the end of the therapy. JQ1 down-regulates Brd4-triggered expression of MYCN target genes [18] and this due, at least in part, to interference with Brd4-binding to super-enhancer modules [35]. As MYCN is expressed in our model from a transgenic cassette lacking the super-enhancer module present in the MYCN genomic region, we assume an indirect effect of JQ1 on MYCN expression levels. This could be caused by general reduction of transcription in regressing tumors induced by JQ1. In xenografts, an increased apoptosis rate and decreased proliferation were found (Figure 5F-5G), which is in line with reports on other solid tumors including neuroblastoma [7] and JQ1-treated experimental medulloblastoma [36]. These findings indicate that MYC proteins are required for both tumor initiation and maintenance of the malignant phenotype and corroborate the notion that indirect inhibition of MYCN by targeting Brd-proteins or Aurora A is a promising therapeutic strategy in MYCN-dependent tumors across entities. However, MYC proteins themselves may modulate resistance to JQ1, which has been recently described for pancreatic cancer cells up-regulating c-MYC in response to JQ1 [37]. Thus, we here not only describe a novel transgenic model for neuroendocrine tumors, but also provide a framework for the evaluation of new, MYCN-directed therapies.

## MATERIALS AND METHODS

### Animals

Conditional expression of MYCN was achieved by crossbreeding mice carrying a floxed polyA stretch upstream of *MYCN* sequences (LSL-MYCN, [7]) with mice expressing Cre recombinase specifically in GFAP-positive cells (hGFAP-Cre, [38]). Hence, activation of MYCN and a second open reading frame coding for the luciferase gene (Fluc) in LSL-MYCN;hGFAP-Cre double transgenic animals was restricted to GFAP-positive cells expressing Cre recombinase. As the single transgenic animals derive from different strains, double transgenic animals had a mixed genetic background (FvB/ 129 SvJ x B6). Mice were genotyped for presence of transgenic cassettes and functional activity of Cre recombinase in targeted cells was proven by a “flox-out” PCR as described [7]. As the luciferase reporter (Fluc) is expressed downstream of the *MYCN* transgene, *in vivo* and *ex vivo* imaging of animals, cells and tissues was performed using a VEVO2100 device (VisualSonics). Additionally, tumor formation was monitored by abdominal palpation.

### Pathology assessment

Mice were euthanized by isoflurane and CO_2_ inhalation followed by cervical dislocation according to the local guidelines for animal handling. Necropsy was performed to macroscopically detect tumor formation. Samples of tissues were collected from multiple sites and organs and were either snap frozen or fixed in 4% paraformaldehyde for further analyses.

### Analyses of human PanNETs

Tissues sections from human PanNETs were evaluated by at least two independent pathologists to confirm the diagnosis taken from medical records. Use of patient material for the purpose of this study was approved by the Ethics committee at University of Duisburg-Essen. Macrodissection of formalin-fixed paraffin embedded (FFPE) histology blocks was performed to separately harvest tumor and surrounding normal tissue for subsequent RNA analyses. RNA was extracted using a RNeasy FFPE kit (QIAGEN, Hilden, Germany) using a previously described protocol [39]. Specific primers for amplification of the target gene, *MYCN*, by quantitative RT-PCR were designed to generate short amplicons accounting for partial degradation of RNA in FFPE samples. Results were normalised to the expression of β-Actin and tumors were evaluated as *MYCN*-positive if normalised *MYCN* expression was > 5 % than that of the positive control (a neuroblastoma cell line with high *MYCN* expression) and if the corresponding normal tissue obtained from the same FFPE sample was negative for *MYCN* gene expression.

### Western blotting, immunohistochemistry and glucagon ELISA

Organs and tumors were either snap frozen or fixed in 4% paraformaldehyde for at least 24 hours. Detection of MYCN in tumors was achieved using Western Blot analysis. In brief, tissue slices were lysed on ice in RIPA buffer (50mM HEPES, 10mM NaCl, 1% NP-40, 1% TritonX-100 and 0.1% SDS) supplemented with protease inhibitors (Roche). Separation of proteins, transfer to membranes and subsequent incubation with anti-MYCN antibody (#9405, 1:1000, Cell Signaling) was performed as described [7]. For histology, 4 μm sections were cut from paraffin blocks and stained with hematoxylin and eosin (H&E), Ki 67 (#ab16667, 1:100, Abcam), cleaved Caspase-3 (5A1E, 1:100, Cell Signaling, 9664S), Glucagon (#NCL-GLUCp, Novocastra) and Chromogranin A (#ab 15160, Abcam). Photomicrographs were recorded using a NanoZoomer 2.0HT (Hamamatsu Photonics Deutschland GmH, Herrsching, Germany). Glucagon levels in the serum of tumor-bearing or tumor-free animals were determined using a commercially available glucagon-specific ELISA (Mercodia, Uppsala, Sweden).

### mRNA expression profiling and pathway analyses

Total RNA was isolated from primary murine pancreatic and pituitary tumors, processed and hybridized to Affymetrix MG-430_2.0 oligonucleotide microarrays according to the manufacturer's protocol. Normalization of array data and identification of differentially expressed genes was achieved using Partek Genomics Suite (Partek, Michigan, MI). Furthermore, global gene expression analysis was performed using the R platform (version 3.1.1,http://www.r-project.org) and the following packages: arrayQualityMetrics (version 3.20.0), affy (version 1.42.3), limma (version 3.20.9) and vegan (version 2.2-1). To pre-process Affymetrix arrays, RMA from the affy package was used. In addition, gene set enrichment analysis (GSEA) was run on curated MSigDB gene sets and pathway activity scores calculated according to [40] using the MYCN signatures defined in [7] (and references herein). Briefly, genes were ranked for each sample and genes contained in the signature were summed for each tumor. The rank sums were divided by the average overall rank sum and log2 transformed. Student's t-test was used to determine significant differences between the pathway activity scores for different tumor groups.

### Establishing cell lines from tumors of LSL-MYCN;hGFAP-Cre mice

Pancreatic tumors were minced manually with scissors and incubated in Liberase DL (Roche) at 37°C for 30 minutes. After centrifugation, tumor cells in the supernatant were maintained in DMEM medium, 10% FCS, antibiotics (1%), L-Glutamin (1%) and sodium pyruvate (1%) for 24 hours. Long-term cultivation of tumor cells was feasible and resulted in a cell line designated Pank4. Single cell clones were generated from these cells by limited dilution. Two stable cell clones were termed IC11 and IIID2, which had differentiated and undifferentiated morphology, respectively.

### Indirect MYCN inhibition by JQ1 and MLN 8237 *in vitro* and *in vivo*

Pank4 cells were seeded into 96-well plates and treated with JQ1 and MLN 8237 for 72 hours. Metabolic activity was analysed with 3-[4,5-dimethylthiazol-3-yl]-2,5-diphenyltetrazolium bromide (MTT) assay, and used as surrogate for the number of living cells. For *in vivo* experiments, six-week old female athymic NCR (nu/nu) mice were inoculated subcutaneously with 4×10^6^ Pank4 tumor cells that were suspended in 250 μl Matrigel (Becton Dickinson, Heidelberg, Germany). Tumor growth was controlled daily and tumor volume was calculated using the formula (breadth x length x height)/2. *In vivo* luciferase imaging for tumor visualization was performed as described previously [7]. Once that tumor volume exceeded 300 mm^3^, mice were randomly assigned to one of three groups and were treated daily with either MLN 8237 (30 mg per kg body weight), JQ1 (50 mg per kg body weight) or vehicle control (12.5% DMSO in glucose). MLN 8237 was administered orally, JQ1 and the vehicle control (DMSO) via intraperitoneal injection. The animals were sacrificed once the tumor reached a volume of 1500 mm^3^. For evaluation of on target efficacy, animals were treated twice daily for three days, once the tumor volume exceeded 100 mm^3^. These animals were sacrificed four hours following the last treatment, and tumor tissue was divided and either snap-frozen in liquid nitrogen and stored at −80°C, or fixed in formalin and paraffin-embedded for immunohistochemistry.

### Statistical analyses

Statistical analyses were performed using Graph Pad Prism 5.0 (Graph Pad Software Inc., San Diego, CA, USA). Overall survival was visualized through Kaplan-Meier analyses. Mean relative proliferation was calculated by Ki-67 expression and mean relative apoptosis by positive staining of cleaved caspase 3, in transplanted LSL-MYCN;hGFAP-Cre cell lines from control, JQ1- and MLN 8237- treated groups of mice, using three representative images of each tumor. Significance was calculated by Student's t-test (*, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001).

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: Characterization of pancreatic glucagon-producing tumors and pituitary gland tumors in transgenic mice overexpressing MYCN in hGFAP-positive cells
**Source:** Oncotarget. 2016 Oct 19;7(46):74415–26. doi: 10.18632/oncotarget.12766
**Supplement:** Supplementary file 1

# Characterization of pancreatic glucagon-producing tumors and pituitary gland tumors in transgenic mice overexpressing *MYCN* in *hGFAP*-positive cells

## Supplementary Material

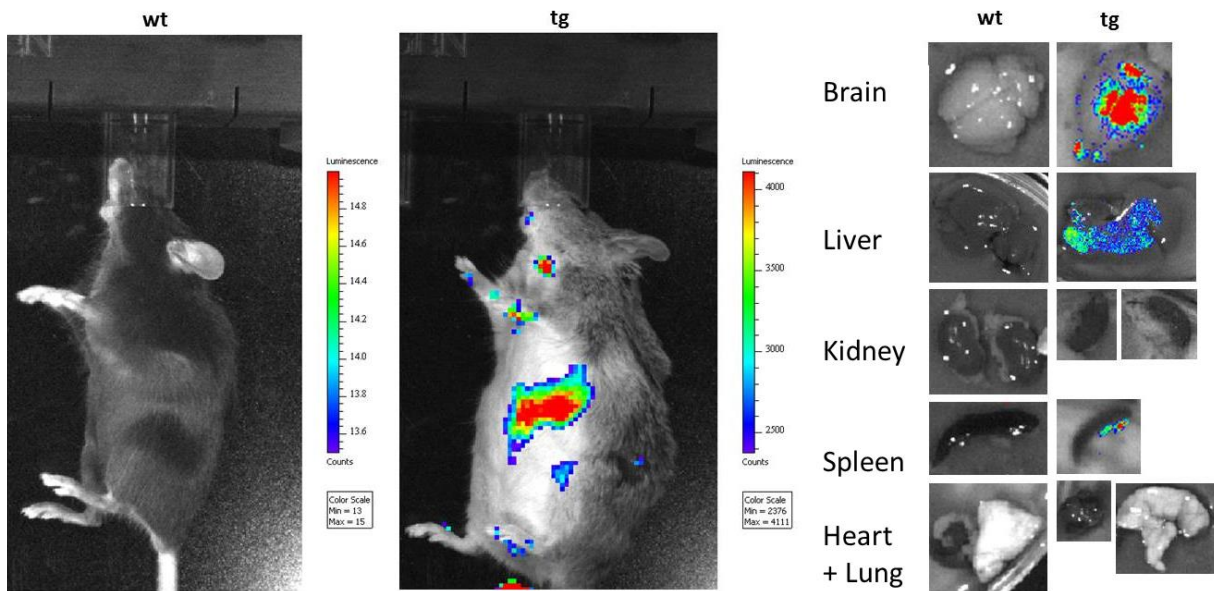

**Supplemental Figure 1:** Luciferase imaging of organs from wild type and LSL-MYCN;hGFAP-Cre transgenic animals.

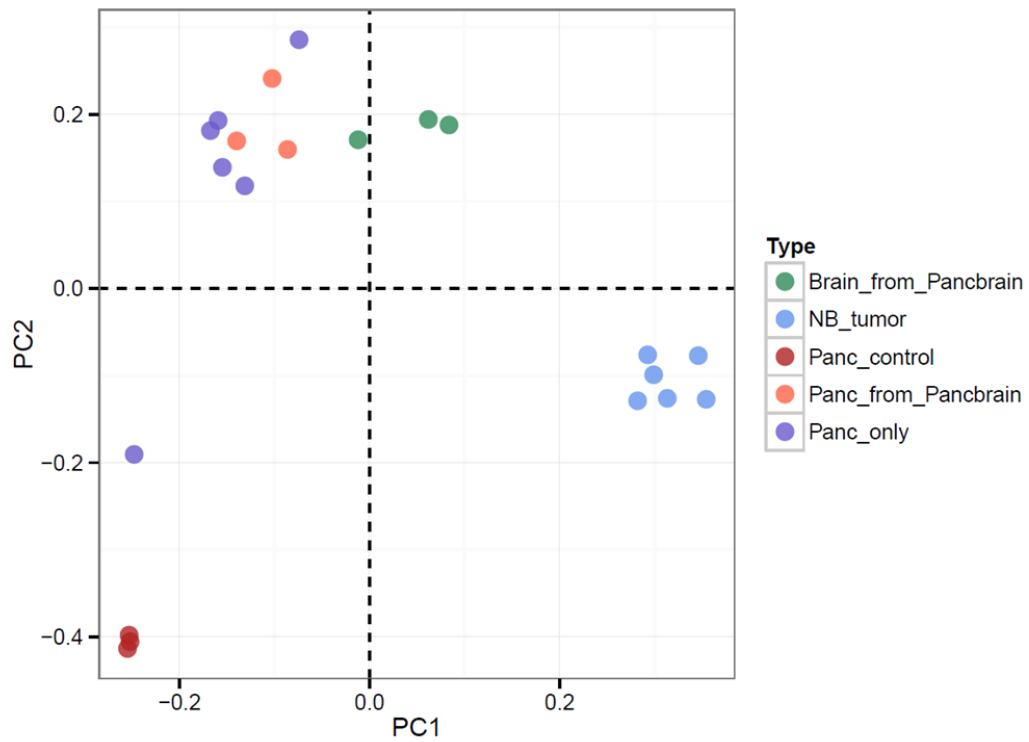

**Supplemental Figure 2:** Principal component analyses (PCA) revealing that all tumors derived from LSL-MYCN;hGFAP-Cre double transgenic animals group apart from controls and from an independent neuroblastoma cohort, in which LSL-MYCN induced tumors are driven by expression of DBH-iCre.

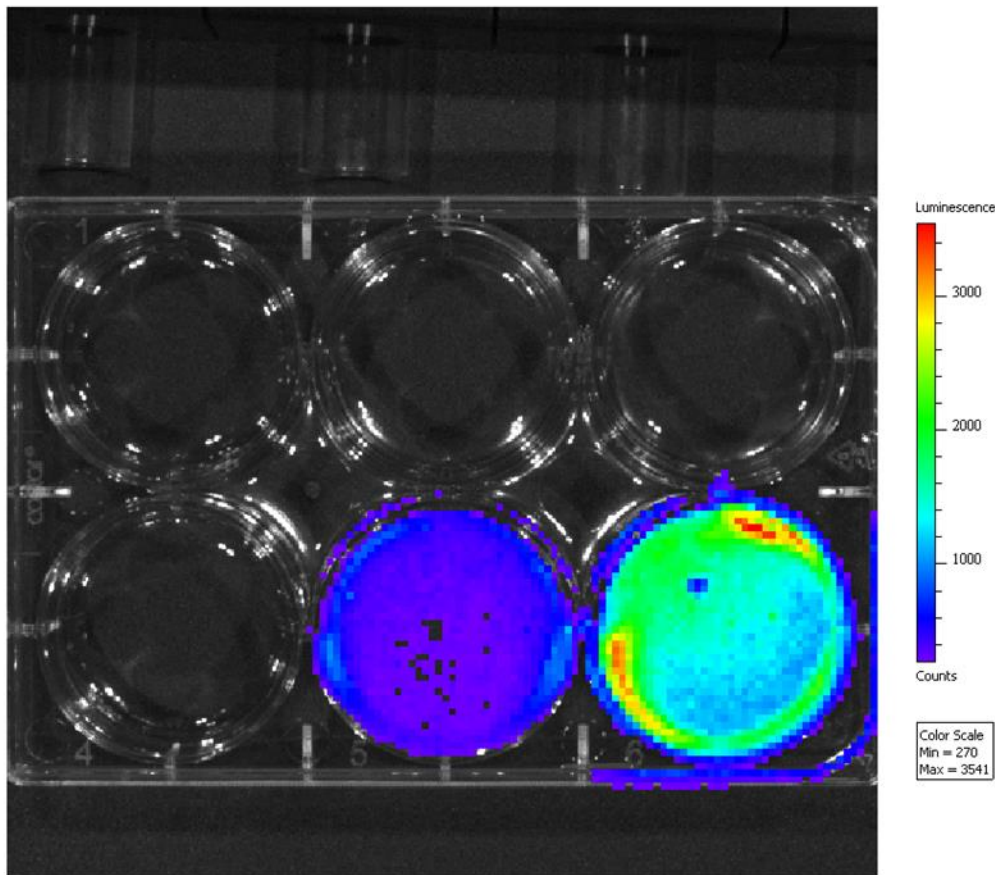

Pank 4 luciferase imaging  
upper row and lower left:  
control cells

**Supplemental Figure 3:** Luciferase imaging of Pank4 cells derived from a pancreatic tumor (lower right and middle). Upper row and lower left: Pank4 cells without addition of luciferin and control cells without expression of luciferase, respectively.

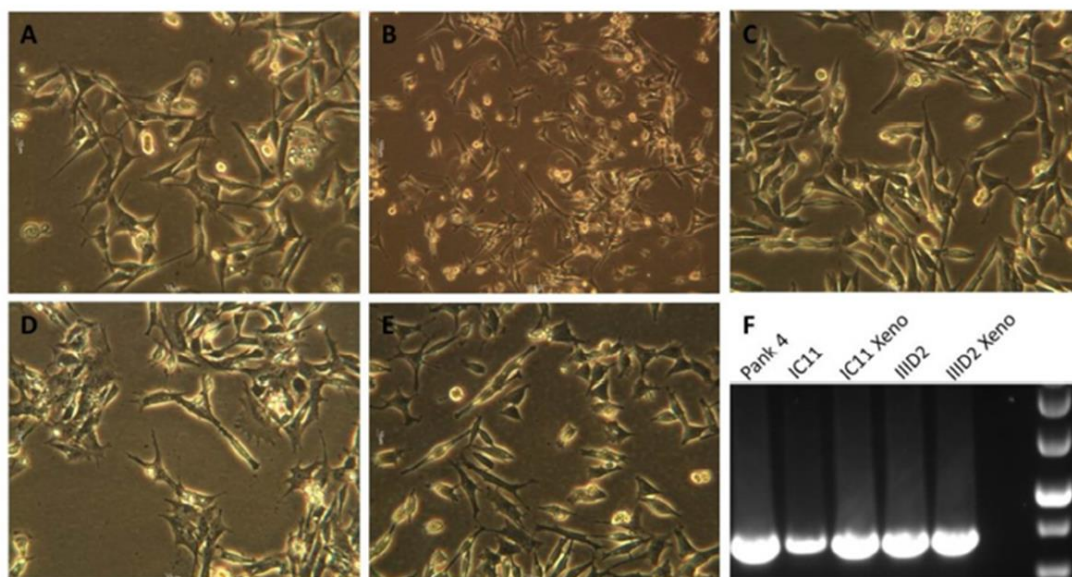

**Supplemental Figure 4: A-E.** Morphology of cell lines established from a LSL-MYCN;hGFAP-Cre induced tumor. **F.** PCR-based detection of polyA-stretch removal between loxP-sites in the cell lines depicted in A-E.

**Supplemental Table 1:** List of genes that are differentially expressed between pancreatic tumors of LSL-MYCN;hGFAP-Cre mice and normal mouse pancreas. “Probeset ID” depicts the Affymetrix ID, the gene and database symbols refer to the respective NCBI databases. In the columns labelled “P-value”, “Ratio” and “Fold change” the values for differential expression between pancreatic tumors and pancreatic normal tissue are given.

How the deposited data were processed for this re-analysis (not part of the article)

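Gene expression was measured in 9 pancreatic and 3 pituitary tumors of LSL-MYCN;hGFAP-Cre mice on Affymetrix mouse oligonucleotide microarrays, with 1 array per tumor. The authors deposited log2 signals, 1 per probe set and tumor, normalized between arrays. The methods name Partek Genomics Suite, in a version not given in the sources used here, and RMA for a further analysis, and do not state which of them made the deposited values. The values were used on this scale with no further normalization. All 12 columns were mapped to a tumor by their labels. Pituitary tumors are labelled as brain tumors, and the paper describes them as pituitary. Arrays of normal pancreas and of MYCN-driven neuroblastoma, to which the paper also compares, were not analysed here. The number of arrays limits the precision of the values.

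Of 45101 probe sets, 64 controls were left out. Gene symbols came from the platform annotation, in which 34945 of the 45037 tested probe sets carry 1 symbol, 932 carry several, and 9160 carry none in the table used. Of those with 1 symbol, 34741 matched a RefSeq gene table by their Entrez identifier, and 0 symbols changed. A gene was represented by the probe set with 1 symbol that had the highest mean of the 2 group means, which gave 18193 genes.

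The choices of lists, tests, named genes and alternatives were made before the data were examined, except where the text says otherwise. The text names the genes that the paper names, the 10 genes with the largest difference in each direction among those past the threshold whose groups do not overlap, up to 4 members of each list, and the hormone genes. Where a tumor stood apart in the score of a list, up to 5 members with the largest gap are named as well. The paper's Supplemental Table 1 had been seen when this rule was written. Its principal component figures, in which 1 pancreatic tumor lies nearer the normal pancreas, had been seen when the acinar score was planned. Some genes that this rule selects are not reported here.

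The 27 lists held 364 genes, of which 321 were measured. They cover neuroendocrine markers, alpha cells, beta cells, other islet and gut hormones, transcription factors of the endocrine pancreas, acinar cells, kallikreins, ducts, anterior pituitary, glia, oligodendrocytes, neurons, the sympathoadrenal lineage, MYC targets, proliferation, tumor suppressors, the MYC family and cofactors, somatostatin receptors, the imprinted Dlk1-Dio3 cluster, stroma, endothelium, leukocytes, red blood cells, fat tissue, liver, sex-linked transcripts and immediate-early genes.

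Tumors of the 2 sites were compared for each probe set with lmFit and eBayes of limma 3.58.1 in R 4.3.3, and p-values were adjusted after Benjamini-Hochberg with a threshold of 0.05. Lists were tested with camera at a preset correlation of 0.01, adjusted over the 27 lists, with an estimated correlation and fry as alternatives. The separation of the sites was tested on the share of the squared Euclidean distance between groups with an exact permutation test over all 220 splits. The MYC target score followed the rank score of the methods and was tested in the same way, two-sided. The score of a list in the pancreatic tumors is the mean over its genes of the log2 signal minus the mean over these tumors, and a tumor that stands apart was sought with Dixon's test at the 5% level. Correlations were tested by an exact permutation of pairings. Supplemental Table 1 gave 461 probe sets, which were clustered by average linkage on 1 minus Pearson's correlation. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

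The test of probe sets was tested on simulated data of the same size, with 50 changed probe sets at each log2 difference. It recovered 24 at a difference of 1, 40 at 2, 49 at 4 and 48 at 6, with 9 false calls over 45037 probe sets. Of 21 simulated lists of 20 genes, the 1 changed list was called and 0 of the others. In other splits of the real tumors up to 15 of the 27 lists were called, which the simulation did not reproduce.

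Alternatives were quantile normalization, median centring, array weights, a trended and robust variance, an unmoderated test, a filter at the median probe set, a log2 difference over 1, the mean of all probe sets of a gene, other linkages and distances, other forms of the MYC target score, and each tumor left out in turn. After the data were seen, 3 more were added, which leave out pancreatic tumors 2, 3 and 4, pancreatic tumors 10, 11 and 12, or pituitary tumors 6 and 8, and for the correlations of scores 1 that leaves out pancreatic tumor 2.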

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

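The tests of the acinar score, of scaling and of tumor 12 in this part, and the comparisons with other splits of the tumors for probe sets and for lists, were chosen only after part of the results they measure had been seen.

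Among 27 list scores in the 9 pancreatic tumors, 3 held a tumor far from the others by Dixon's test, where chance alone gives about 1 in 20 lists. The neuroendocrine score was lowest in pancreatic tumor 2 (gap over range 0.794), with Insm1 at 6.56, Syt4 at 7.41, Syt7 at 7.31, Snap25 at 6.65 and Scg3 at 9.64. The score of glial genes was highest in the same tumor (0.559), with Aqp4 at 7.61 and Slc1a2 at 7.14, and it rests on these genes, since 3 of its 9 genes were highest there. The score of leukocyte genes was highest in pancreatic tumor 10 (0.518), with Cd79a at 7.73, Lyz2 at 11.86, Cd52 at 8.74 and Ptprc at 8.99. The MYC target score, which is not among these scores, was lowest in pancreatic tumor 1 (0.53).

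Pancreatic tumor 2 held liver transcripts beside its low neuroendocrine score. Acinar tissue is argued against, since its acinar score was -1.52, below the median of -0.56. A scaling difference between arrays is argued against as well, since after quantile normalization its liver score stayed 2.50 above the next tumor. A candidate explanation is hepatocytes in the sample, as 20 of 20 measured genes of a second hepatocyte list, written before their values were seen and without the genes named for the components, were highest in tumor 2 among the pancreatic tumors. Alb and Apoa2 reached 15.01 and 14.51 there, and no biological explanation within the pancreatic tumors was tested. Except for Tat and Cyp7b1, genes of the second list were also higher in tumors 3 and 4 than in the pancreatic tumors other than tumor 2. Fgg had 14.26 in tumor 2, 11.25 and 11.78 in tumors 3 and 4 and 4.00 to 5.95 in the others. The candidate thus applies to tumors 3 and 4 as well. The paper reports liver involvement in some animals with abdominal tumors.

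Pituitary tumors 6 and 8 held transcripts of glia and neurons that were lower in tumor 7. Astrocyte genes switched on alone are argued against, since 6 of 6 oligodendrocyte genes of a second list were higher in both tumors as well. Brain tissue in these samples is a candidate explanation, as 11 of 13 oligodendrocyte and neuronal genes of second lists, which share no gene with the first, were higher in both tumors than in tumor 7. Gad1 reached 11.32 and 12.52 in tumors 6 and 8 and 3.05 in tumor 7. No biological explanation within the pituitary tumors was tested.

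Pancreatic tumor 12 expressed Xist (9.74) beside a signal of the Y-linked gene Uty (4.50), which was 6.68 in tumor 11 and 2.84 to 3.98 in the other 5 pancreatic tumors with Xist. The Y-linked gene Eif2s3y was not raised in tumor 12 (4.74, against 5.14 and 5.28 in tumors 3 and 4) and was low in tumor 11 (4.61), while Kdm5d was 3.52 in tumor 12, 5.76 in tumor 11 and 2.45 to 3.25 in those 5 tumors. RNA of tumor 11 in the sample may be a source, as of 13 probe sets over 3 higher in tumor 11 than in each of those 5 tumors, 100% lay above them in tumor 12, while tumor 10 reached 69.2% under the same rule. Fitted as a mixture of each of 55 pairs of tumors, however, tumor 12 left its smallest residual (1.05) with tumors 5 and 11, and tumors 10 and 11 came in place 5 (1.15), though they had the highest share of values in between (94.9%). The explanation stays open, since the pairs are compared over different probe sets.

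Pituitary tumor 8 also had Xist (7.62, against 5.39 to 5.87 in pancreatic tumors 1, 2 and 11) beside Uty (7.38) and Eif2s3y (9.42), and its source was not tested.

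Chance is argued against for the number of probe sets that differ between the sites, since 1 of 100 splits of the tumors, the real one, gave as many as 2085 and the highest other gave 16. It is argued against in the same way for the 45 listed probe sets of Supplemental Table 1 (1 of 100 splits, highest other 1). It stays open for the number of lists, since 11 of 100 splits gave at least the 12 lists of the real split, and the highest other gave 15.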

How the results depend on the processing

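The tests without pancreatic tumors 2, 3 and 4, without pancreatic tumors 10, 11 and 12, without pituitary tumors 6 and 8, and of the acinar correlation without pancreatic tumor 2 were chosen only after the data were seen.

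The separation of the sites, which was not run without pituitary tumors 6 and 8, passed in every setting run (18.0% to 41.1% of the squared distance, 21.8% to 33.5% with each tumor left out), and the pituitary tumors formed their own branch in every clustering. Of 83 named genes, 45 passed and 30 of these passed in every planned setting. Of the 12 lists that passed, 1 passed in every planned setting and 10 with each tumor left out in turn. Men1 did not pass in any setting, and with each tumor left out its representing probe set ran from -0.14 to 0.03. The acinar correlation did not pass in any setting and changed sign without pancreatic tumor 2 (-0.09).

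Of probe sets higher in pancreatic and in pituitary tumors (533 and 1552), array weights gave 1849 and 3179, which raised the share higher in pancreatic tumors from 25.6% to 36.8%. An unmoderated test gave 967 higher in pituitary tumors. With each tumor left out the counts ran from 172 to 886 and from 656 to 2000. They were 214 and 571 without pancreatic tumors 10, 11 and 12, and 61 and 488 without pituitary tumors 6 and 8. For Supplemental Table 1, leaving each tumor out gave 19 to 55 and 1 to 21 (listed as higher), and 2 to 5 and 4 to 11 (listed as lower). Adjusted over the list alone, 5 of those listed as higher were higher in pituitary tumors. Without pancreatic tumors 2, 3 and 4, 10 of those listed as higher and 11 of those listed as lower were higher in pituitary tumors. The 4 counts were 17, 1, 2 and 4 without pancreatic tumors 10, 11 and 12, and 11, 1, 0 and 2 without pituitary tumors 6 and 8. Fewer tumors lower the power of the test, and apart from that the cause was not tested.

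The MYC target score kept its direction and lost its call as a mean of centred log2 values (0.289), without pancreatic tumors 2, 3 and 4 (0.072), and without pancreatic tumors 10, 11 and 12 (0.087). With each tumor left out it ran from 0.074 to 0.119 (exact p from 0.00606 to 0.109). At the 75th percentile 13 neuroendocrine markers lay above background. With an estimated correlation 1 list was higher in pancreatic and 0 in pituitary tumors. Lists higher in pituitary tumors were 3 above the median probe set, 3 without pancreatic tumors 2, 3 and 4, and 3 without pituitary tumors 6 and 8. Without pituitary tumors 6 and 8, Gad1 turned to 0.11 and the oligodendrocyte list turned toward pancreatic tumors (adjusted p = 0.447). The cause was not tested. With 1 pituitary tumor left, that tumor is assumed to vary like the others. The signal over background was not measured, and dim probe sets limit what can be called.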

Differences from the paper's values

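The paper reports no insulin staining in the pancreatic tumors (Figure 2F). On the arrays, Ins2 was higher in these tumors than in the pituitary tumors by 5.07 (log2), and its signal was lowest in pancreatic tumors 2 (8.08) and 11 (8.15) and highest in tumor 10 (12.83). The staining measured protein and the arrays RNA, and the Ins2 probe set is of a kind that can also read related transcripts, which was not examined here. Islet cells beside the tumor, which the paper's histology marks, could also have given this RNA, and this was not tested. The paper also reports glucagon and chromogranin A staining in these tumors. On the arrays, Gcg was higher in them than in the pituitary tumors (difference 6.53). Chga did not pass between the sites (difference 1.00, adjusted p = 0.506 from limma), and the paper reports chromogranin A staining in the pituitary tumors too.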

Other observations

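Of 9 genes of the sympathoadrenal lineage, from which neuroblastoma arises, 0 passed between the sites (1 higher in pituitary tumors when adjusted over the list alone). Th, which encodes tyrosine hydroxylase, had a signal of 8.73 ± 2.30 (SD, n = 9) in pancreatic tumors, from 5.56 in tumor 2 to 12.57 in tumor 10, and 5.79 ± 0.97 (SD, n = 3) in pituitary tumors (difference 2.94, adjusted p = 0.232 from limma). Alk differed by -1.31 (adjusted p = 0.0627). It passed with the mean of all probe sets (adjusted p = 0.0485), without pancreatic tumor 1 (0.0357) and without pituitary tumor 8 (difference -1.89, 0.00484). Alk lay at or below the median probe set in 8 of the 9 pancreatic and 1 of the 3 pituitary tumors, so these sizes are not exact. The list had adjusted p = 0.859, and adjusted p = 0.894 with an estimated correlation. Of 4 genes of the imprinted Dlk1-Dio3 cluster, Dlk1 was higher in pituitary tumors (difference -4.88, adjusted p = 0.0131), also when adjusted over the list alone, and lost its call without pituitary tumor 6 (adjusted p = 0.0546) or 8 (adjusted p = 0.0773). The list had adjusted p = 0.0418, and adjusted p = 0.394 with an estimated correlation. It lost its call without pancreatic tumor 2, 4 or 9 or pituitary tumor 6 or 8 (adjusted p from 0.053 to 0.103), and among probe sets above the median (0.0796). Of 10 immediate-early genes, Dusp1 was higher in pituitary tumors (difference -1.54, adjusted p = 0.00969), with the same count adjusted over the list alone (list, adjusted p = 0.0805, and adjusted p = 0.558 with an estimated correlation). This list passed without pituitary tumor 6 (adjusted p = 0.00929) or 8 (0.0381), or without pancreatic tumor 10 (0.0397). Gcgr, the glucagon receptor gene, had a signal of 10.47 in pancreatic tumor 2 and 6.23 to 7.45 in the other pancreatic tumors. Its next values, in tumors 4 (7.45) and 3 (7.27), are also those of the next highest liver scores (3.09 and 2.75). Below these the order differed, with 6.96 in tumor 12 (liver score -1.31) and 6.35 in tumor 11 (-0.53). A relation of Gcgr to the liver score was not tested. Gfap had a signal of 8.02, 5.64 and 6.60 in pituitary tumors 6, 7 and 8 and of 5.89 ± 0.19 (SD, n = 9) in pancreatic tumors (difference -0.86, adjusted p = 0.198). Its 2 other probe sets were higher in pituitary tumors (differences -3.74 and -2.30, adjusted p = 0.0306 and 0.0422). Their pancreatic means of 3.11 and 4.10 lay below the lowest array median of 5.45, so these differences can be lower bounds. Gfap passed without pituitary tumor 7 (difference -1.42, adjusted p = 0.0133) and with the mean of all probe sets (-2.30, 0.0341).

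Of 6 duct genes, the keratin gene Krt7 was higher in pancreatic tumors, and adjusted over the list alone 2 were higher and 1 lower (list, adjusted p = 0.499, and adjusted p = 0.584 with an estimated correlation, and 0.048 with fry). Of 10 stroma genes, Col1a2 was higher in pituitary tumors (difference -3.47, adjusted p = 0.00779), and lost its call without pituitary tumor 6 (adjusted p = 0.0648). Adjusted over the list alone, 2 stroma genes were higher and 2 lower, and the list had adjusted p = 0.823, and adjusted p = 0.96 with an estimated correlation. Its median difference of 0.09 and mean of -0.09 have opposite signs. None of 8 endothelial, 11 leukocyte, 4 red blood cell, 4 fat and 4 sex-linked genes passed, over all genes or adjusted over the list alone. Pecam1 of endothelium differed by 1.14 (adjusted p = 0.118), C1qa of macrophages by 1.42 (adjusted p = 0.193), Alas2 of red blood cells by 1.87 (adjusted p = 0.196) and Fabp4 of fat by 0.78 (adjusted p = 0.522). These 5 lists had adjusted p = 0.146, 0.3, 0.267, 0.205 and 0.993 in this order, and adjusted p = 0.584, 0.826, 0.548, 0.584 and 0.994 with an estimated correlation. The endothelial list passed without pancreatic tumor 2 (adjusted p = 0.0471) or pituitary tumor 8 (0.0486).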
